A study of Homo sapiens with 12 samples.

How the data were processed

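The data are 12 RNA-seq libraries from T24, an established line from a human bladder carcinoma, in 4 groups of 3 that combine the genotype label (WT or NS1) with the treatment label (none or 5-Ad-IAA). Poly(A) RNA was isolated from total RNA, made into libraries with a NEBNext Ultra II kit and sequenced with a NextSeq kit of 75 cycles, per the labels' protocols. The authors deposited one table of whole-number read counts per gene, not normalized, with a column for each library and 60603 genes under versioned Ensembl identifiers. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or in the file header. Reads that fall in overlapping or antisense genes could therefore have been counted for either gene, and an overlap is given beside a gene only where both genes are named in the text. Other named genes also overlap genes that are not discussed. Each column was matched to a library by its name, and all 12 columns were used.

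Gene symbols came from a name table that held 60261 of the identifiers. Positions came from GENCODE release 29 on GRCh38, which holds 58528 of the identifiers without their version and 43904 with the same version. A start and end are given only for genes with the same version, because the authors' own build is not stated. For other genes the chromosome alone is given.

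Library totals ran from 10593934 to 20266996 counts, and 26519 genes had no count in any library. A gene was treated as at the detection floor in a group when each of its libraries held at most 3 counts, and a fold change against such a group is given as a lower bound computed against 3 counts. These limits cover counting error only, since the reads carry no molecular identifiers. They use the mean of the group over the floor and do not cover the spread between its libraries. No pair of libraries differed by so little as to look like one library deposited more than once. The closest pair within a group had a chi-square of 3.03 per degree of freedom over genes with at least 20 summed counts, where sampling noise alone gives 1.

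Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 4 groups (17775 genes), libraries were scaled by TMM, and one quasi-likelihood model of all 12 libraries with a mean per group was fitted with estimateDisp and glmQLFit. The 5 comparisons were the inducer effect in NS1 cells, the inducer effect in WT cells, the difference between the lines without inducer, that difference with inducer, and the interaction of genotype and inducer. They were tested with glmQLFTest, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Normalised CPM values use the TMM-scaled library totals. The edgeR and camera tests are two-sided.

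Gene lists were fixed before the data were examined: 10 transcripts in common use as a readout of RAS-ERK signalling, 7 targets of the aryl hydrocarbon receptor (AHR), 26 transcripts of proliferating cells, and 16 interferon-stimulated genes. The interferon list was written with 17 symbols, of which a pair named one gene. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation preset at 0.01, and adjusted over the 20 tests of 4 lists in 5 comparisons. A list of 12 NRF2 targets was added after the first results were seen.

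The genes named in the text follow a rule that was also fixed before the data were examined. It covers HRAS, NRAS, the list members, and for each comparison up to 3 genes with the highest and 3 with the lowest log2 fold change. These last had to be called, to have a mean of at least 1 CPM over the 12 libraries and, where 2 groups were compared, to have no overlap between the groups. The neighbours of PEG10 and the genes MEST and PRTFDC1 were named after their values were seen. One gene fixed by the rule is not reported here, and most list members are reported through their list only.

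All groups carry the replicate numbers 1 to 3 in the labels. Whether the numbers pair the libraries was checked by the correlation of deviations from the group means. Untreated and treated libraries of one line with the same number had correlations of 0.71, 0.39 and 0.38 in NS1 cells and of 0.75, 0.38 and 0.26 in WT cells, so the numbers pair the libraries in the inducer comparisons. The fits with the replicate number as a block are therefore given beside those results where they change a call or move a count of calls by more than 1.5 times. One such fit has a block for each number, and the other has a block for each number within each line. Replicate 1 differed from replicates 2 and 3 in all groups, and the labels give no batch. The fit without replicate 1 serves as the comparison within the rest, and replicate 1 alone has 1 library per group and allows no test.

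The edgeR and camera steps were tested on simulated data, with 200 genes changed by known amounts among 17575 genes. In the simulated inducer comparison of NS1 cells, 54% of the changed genes and 82.5% of those changed at least 2-fold were called, with 6 other genes. In the simulated interaction the shares were 26.5% and 43.3%, with 4 other genes. Of 200 unchanged lists of 10 genes, 1.5% had a camera p under 0.05. The simulated genes and libraries were drawn independently and the lists at random, without correlation between genes or effects of the replicate number. The share therefore does not test the preset correlation for lists of genes that vary together.

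The alternatives were RLE size factors, library totals without TMM, no low-count filter, at least 10 counts in every library, a 2-fold threshold, only the libraries of the groups compared, the replicate block, the DESeq2 1.42.0 Wald test, fry, camera with an estimated correlation, a prior count of 0.5, and each library left out in turn. The block within each line, the estimated correlation with that block and the fits without one replicate number in all groups were added after the data were seen. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.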

Results

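The transcriptome of T24 cells was measured by poly(A) RNA-seq in 12 libraries, 3 from each of 4 groups. T24 is an established human bladder carcinoma line. The series concerns AlissAID, a system that degrades untagged endogenous proteins by bringing them to an auxin-dependent ubiquitin ligase through a binding protein. 5-Ad-IAA is an auxin derivative that serves as the inducer of such systems. The genotype label is WT or NS1, and the labels do not spell out NS1. NS1 is also the name of a synthetic binding protein against HRAS, and whether it is the construct meant here is not stated. The dose and the duration of the treatment are not used here.

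The libraries held between 10593934 and 20266996 counts. Replicate 1 was deeper in every group, with a mean of 18.89 (SD 2.21, n = 4) in units of 1e6 counts, against 13.01 (SD 0.795, n = 4) for replicate 2 and 11.35 (SD 1.07, n = 4) for replicate 3. The 10 highest genes of each library took 8.85% ± 0.197 (SD, n = 3) of its counts in treated NS1 cells, 6.91% ± 0.32 in untreated NS1 cells, 6.36% ± 0.347 in treated WT cells and 6.37% ± 0.495 in untreated WT cells. The first principal component of log2 CPM carried 49.3% of the variance and separated the lines. The next components carried 14.5% and 11.4%, and along the former replicate 1 lay apart from replicates 2 and 3 in all 4 groups.

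HRAS and NRAS transcripts were present in every library. HRAS (ENSG00000174775.17, chromosome 11) had 214 ± 51.8 normalised CPM (SD, n = 3) in untreated WT cells, 213 ± 16.6 in treated WT cells, 185 ± 8.25 in untreated NS1 cells and 156 ± 10.3 in treated NS1 cells. NRAS (ENSG00000213281.5, chromosome 1) had 78 ± 8.35, 72 ± 9.68, 103 ± 17.1 and 101 ± 16.3 CPM in the same order. With inducer in NS1 cells neither of these genes was called in the unblocked edgeR fit. HRAS changed by -0.24 log2 (SE 0.14, adjusted p 0.372) and NRAS by -0.03 (SE 0.15, adjusted p 0.942). With a replicate block within each line the HRAS change was -0.246 with an adjusted p of 0.0481, and the other alternatives with all 12 libraries gave 0.167 to 0.418. The sign of NRAS changed when single libraries were left out. With inducer in WT cells HRAS changed by -0.01 and NRAS by -0.11 (adjusted p 1 for both).

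The effect of the inducer in NS1 cells was tested by treated against untreated NS1 libraries. Of 17775 genes tested with edgeR, 1093 were called, 490 higher and 603 lower with inducer. Of these, 253 changed at least 2-fold, 190 higher and 63 lower. With library totals in place of TMM the split was 370 higher and 759 lower. Of the alternatives that left out no library, the replicate block within each line gave the most calls, 4596, which held all 1093 of these genes. One block per replicate number gave 2421 calls, again with all 1093. The count was 2021 without replicate 1. Without replicate 2 and without replicate 3 it was 0, with 2047 and 2048 genes at an unadjusted p under 0.05. Normalised CPM did not overlap between the 2 groups in 27.2% of genes, where chance gives 10%.

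The highest log2 fold change among the named genes was that of MGP (ENSG00000111341.9, chromosome 12, 14881181 to 14885926), which rose from 1.45 ± 1.19 to 53.5 ± 42.8 CPM (SD, n = 3), a log2 fold change of 5.24 (SE 0.9, adjusted p 0.00666). Its exons overlap those of C12orf60 (ENSG00000182993.4, chromosome 12, 14803572 to 14906586), which rose by 3.52 (SE 0.68, adjusted p 0.0103), so reads of one gene may be counted for the other. IDO1 (ENSG00000131203.13, chromosome 8) rose from 0.735 ± 0.211 to 10.5 ± 1.95 CPM (log2 fold change 3.82, SE 0.68, adjusted p 0.00719). The lowest were ESM1 (ENSG00000164283.13, chromosome 5; from 10.8 ± 0.218 to 0.856 ± 0.311 CPM, log2 fold change -3.73, SE 0.92, adjusted p 0.0318), TMEM108-AS1 (ENSG00000251011.6, chromosome 3; -2.28, SE 0.44, adjusted p 0.0108) and COL17A1 (ENSG00000065618.21, chromosome 10; -2.23, SE 0.39, adjusted p 0.00719). ESM1 lost its call in each of the 6 fits that left out one NS1 library, with adjusted p up to 0.102. MGP, IDO1, C12orf60, TMEM108-AS1 and COL17A1 were called in those 6 fits. There the log2 fold change ranged from -3.36 to -1.93 for COL17A1 and from 4.63 to 6.06 for MGP. None of the 6 genes was called in the unblocked fits without replicate 2 or without replicate 3. All fits with libraries left out are unblocked and ignore the pairing, so the lost calls do not decide on single genes. With all 12 libraries ESM1 was called in each alternative applied to single genes. Its adjusted p was 0.00298 with the replicate block and at most 0.0317.

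The ERK output list asked whether RAS-ERK signalling changed at the transcript level. Its median log2 fold change with inducer in NS1 cells was -0.81, with 9 of 10 genes lower and a camera adjusted p of 2.32e-05. Of the 10 genes, 8 were called over all genes and 8 when adjusted over the list alone. The called genes that fell were ETV4 (-1.14, SE 0.20), SPRY4 (-1.12, SE 0.22), PHLDA1 (-0.85, SE 0.17), DUSP4 (-0.85, SE 0.10), DUSP6 (-0.83, SE 0.17), SPRY2 (-0.79, SE 0.21) and ETV5 (-0.52, SE 0.14), with adjusted p from 0.0017 for DUSP4 to 0.0456 for ETV5. DUSP4 went from 104 ± 4.98 to 57.6 ± 4.08 CPM (SD, n = 3). EPHA4 was called in the other direction, with a rise of 2.00 (SE 0.36, adjusted p 0.00799). EPHA2 and CCND1 were not called in the unblocked fit. EPHA2 had a log2 fold change of -0.38 (adjusted p 0.275), which reached an adjusted p of 0.0137 with the replicate block and of 0.00262 with the block within each line, with other alternatives up to 0.279. CCND1 changed by -0.15 (adjusted p 0.785). In the 6 fits that left out one NS1 library, ETV5 lost its call in 6, SPRY2 in 5, DUSP6 in 4, PHLDA1 in 3 and SPRY4 in 1. DUSP4, ETV4 and EPHA4 kept theirs. The size of the EPHA4 rise was less stable, from 1.32 to 2.26 log2 in these fits. They are unblocked and ignore the pairing of the libraries, so the lost calls do not decide on single genes. With all 12 libraries each alternative applied to single genes kept these calls, both blocked fits included. There the adjusted p of ETV5 ran from 0.000134 to 0.047, and that of SPRY2 from 8.79e-05 to 0.0433.

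**Figure D1:**
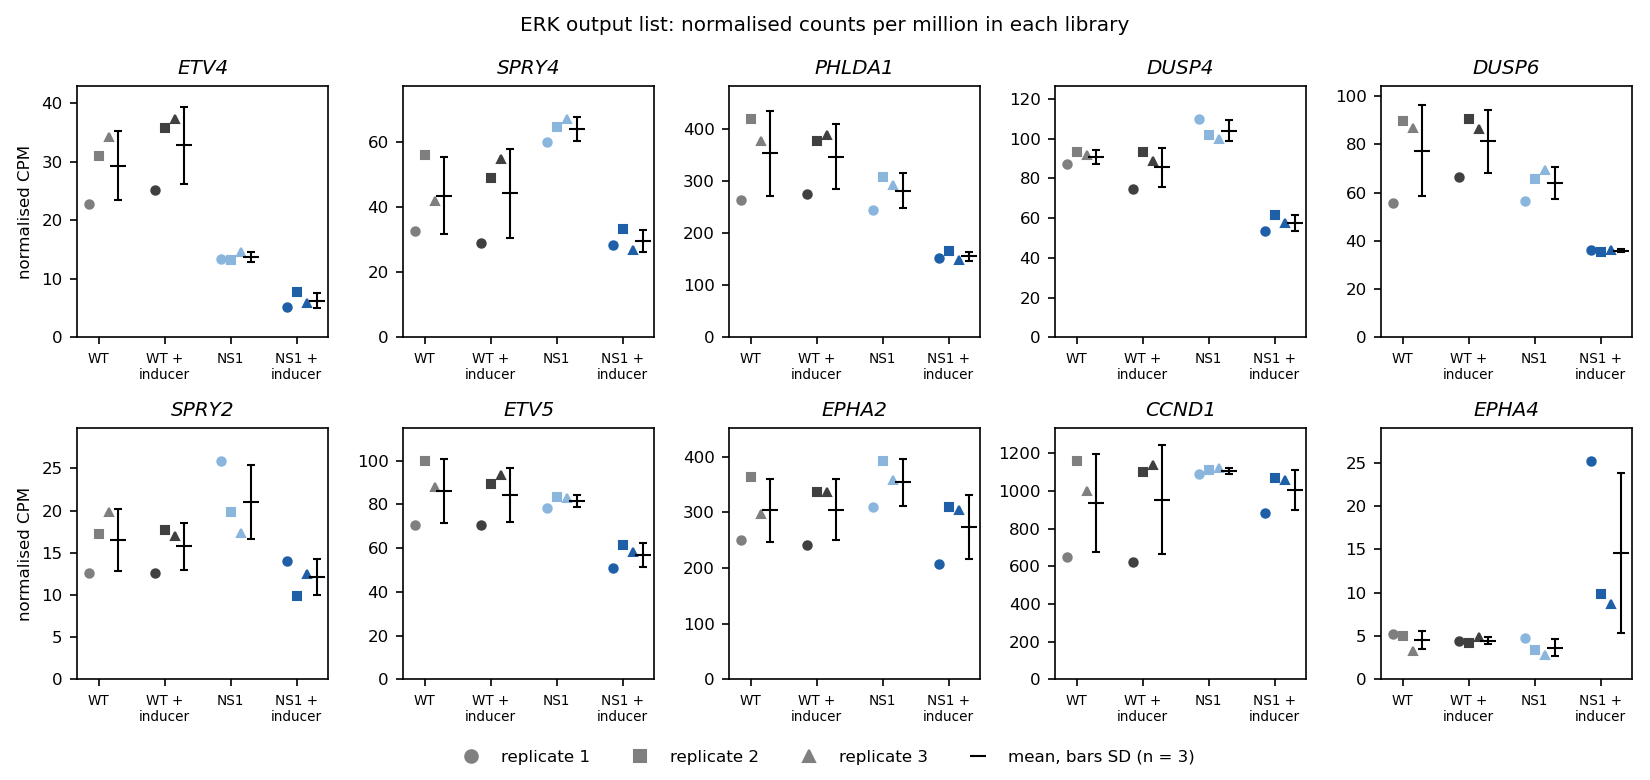
Normalised CPM of the 10 genes of the ERK output list in each library, with groups on the horizontal axis, one symbol per replicate number and black bars for the mean and SD (n = 3). The treated NS1 libraries lie below the untreated NS1 libraries for most genes, as for DUSP4 with 57.6 against 104 CPM on average, and above them for EPHA4.

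The proliferation list fell with inducer in NS1 cells by a median of -0.70 log2, with 26 of 26 genes lower and a camera adjusted p of 2.96e-23. Of these genes, 22 were called over all genes and 26 when adjusted over the list alone. The interferon list rose by a median of 0.93, with 16 of 16 genes higher and an adjusted p of 1.38e-08. Of these, 8 were called over all genes and 12 when adjusted over the list alone. Of the AHR targets, 4 of 7 passed the count filter. Their median was 0.88 with 3 of 4 higher and a camera adjusted p of 0.0647, which was 0.0213 with the block within each line and ran from 0.00651 to 0.504 over the alternatives that left out no library. The value of 0.504 came with at least 10 counts in every library, a filter that AHRR and ALDH3A1 do not pass. NQO1 was the gene called over all genes, and 3 genes were called when adjusted over the list alone. Under fry all 4 of these list results had an adjusted p under 0.05. With an estimated inter-gene correlation the proliferation result stayed under the threshold, and the ERK, interferon and AHR results did not, with adjusted p of 0.173, 0.106 and 0.154. With this correlation and the block within each line the adjusted p was 0.0187 for the proliferation, 0.0477 for the ERK, 0.116 for the interferon and 0.152 for the AHR result.

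The same comparison in WT cells asked what the compound does without the NS1 genotype. Which parts of the degradation system WT cells carry is not stated in the labels. No gene was called, and 94 genes had an unadjusted p under 0.05, where chance gives 889. The count of calls was 0 in every alternative and with any library left out, with between 35 and 476 genes at an unadjusted p under 0.05 in the alternatives that left out no replicate. The median size of the log2 fold change over all genes was 0.0733, against 0.197 in NS1 cells. Normalised CPM did not overlap between the groups in 3.41% of genes, where chance gives 10%. The list medians were -0.01 for the ERK output list, 0.0044 for the proliferation list, -0.09 for the interferon list and -0.04 for the AHR targets, with camera adjusted p of 0.991, 0.912, 0.176 and 0.873. No member of any list was called over all genes or when adjusted over the list alone. With a block within each line the interferon list had a median of -0.0857 and an adjusted p of 0.0145, where the alternatives that left out no library ran from that value to 0.898.

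Whether the inducer acted differently in the lines was tested by the interaction. The unblocked edgeR test called 4 genes, 2 higher and 2 lower, and 2196 genes had an unadjusted p under 0.05, where chance gives 889. One block per replicate number gave 634 calls and a block within each line gave 2495, and both held the 4 genes. Without replicate 1 there were 573 calls. Without replicate 2 and without replicate 3 there were 0, with 1027 and 1260 genes at an unadjusted p under 0.05. BMF (ENSG00000104081.14, chromosome 15) had an interaction of 3.17 log2 (SE 0.43, adjusted p 0.0424), as it rose from 2.63 ± 0.3 to 19.2 ± 7.09 CPM in NS1 cells and went from 1.42 ± 0.0577 to 1.18 ± 0.375 in WT cells (SD, n = 3). FILIP1L (ENSG00000168386.18, chromosome 3, 99830141 to 100114513) had an interaction of 1.78 (SE 0.25, adjusted p 0.0424), FABP4 (ENSG00000170323.8, chromosome 8, 81478419 to 81483263) of -2.04 (SE 0.25, adjusted p 0.0255) and ZWINT (ENSG00000122952.17, chromosome 10) of -0.86 (SE 0.12, adjusted p 0.0424). Each of the 4 lost its call in 6 to 8 of the 12 fits that left out one library.

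For the lists the interaction was a median of -0.75 log2 for the ERK output list (9 of 10 genes lower, camera adjusted p 4.23e-05), -0.70 for the proliferation list (26 of 26 lower, 4.36e-22), 1.02 for the interferon list (16 of 16 higher, 9.69e-09) and 0.75 for the AHR targets (4 of 4 higher, 0.0637). No list member was called over all genes in the unblocked fit, where the lowest adjusted p among them was 0.0507, for PLK1. That fit ignores the pairing of the libraries, so it does not decide on single members. Adjusted over the list alone, 8, 26, 9 and 0 genes were called in the same order and the same fit. The AHR result reached an adjusted p of 0.0145 with the block within each line, with alternatives up to 0.318. Under fry all 4 had an adjusted p under 0.05, and with an estimated correlation only the proliferation result did, at 0.000121. With this correlation and the block within each line the ERK result did too, at 0.0477, while the interferon and AHR results had 0.116 and 0.146.

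**Figure D2:**
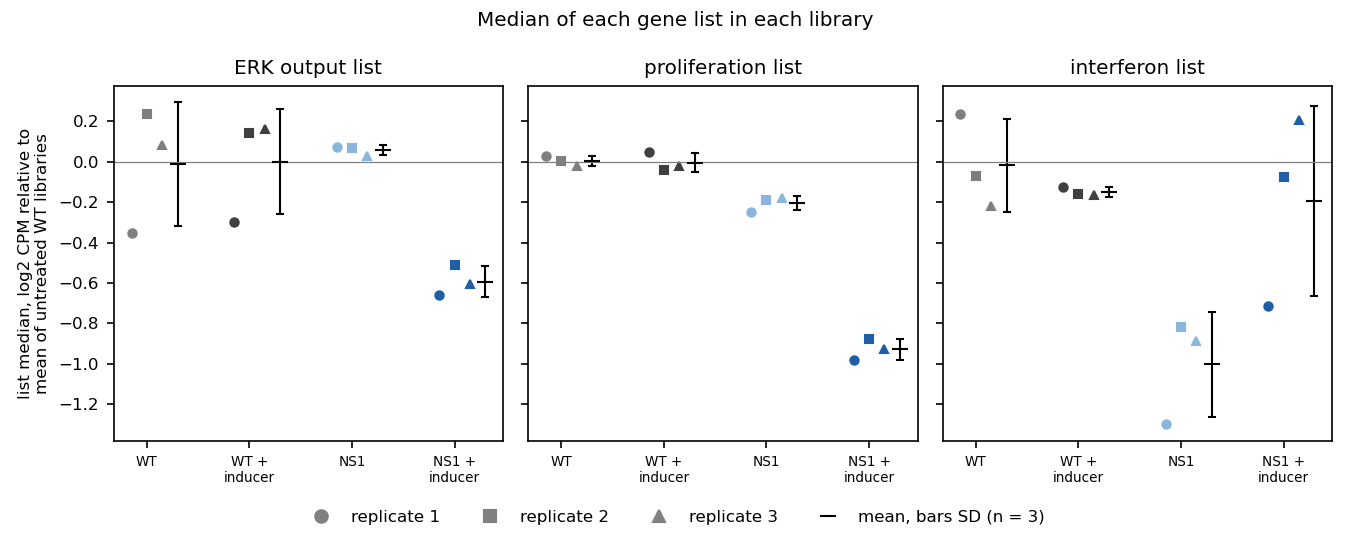
Median log2 CPM of 3 gene lists in each library, relative to the mean of the untreated WT libraries, with one symbol per replicate number and black bars for the mean and SD (n = 3). The treated NS1 libraries lie lowest for the proliferation list, between -0.982 and -0.875, and the untreated NS1 libraries lie lowest for the interferon list, between -1.3 and -0.818.

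Across all 17775 genes the log2 fold changes with inducer in NS1 and in WT cells, which share no library, had a Spearman correlation of -0.06 (jackknife SE 0.0821 over libraries) and a Pearson correlation of -0.08. Genes are not independent replicates, and no p is given. The signs were the same in 48.3% of genes. Over the 1093 genes called in NS1 cells, which were chosen by one of the effects, the Spearman correlation was -0.23, the Pearson correlation -0.27 and the share with the same sign 41.6%. The median size of the change in these genes was 0.691 in NS1 and 0.064 in WT cells.

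**Figure D3:**
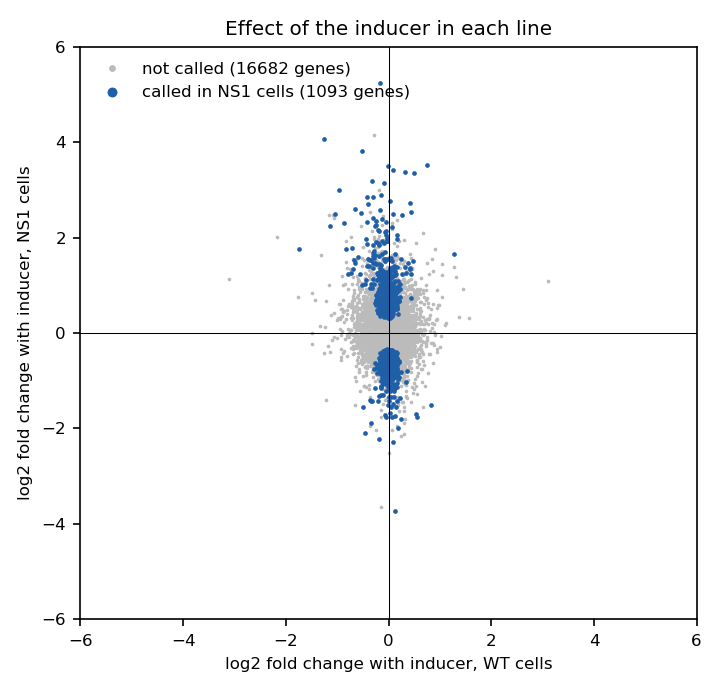
Log2 fold change with inducer in NS1 cells (vertical) against WT cells (horizontal) for 17775 genes, each a point, with the 1093 genes called in NS1 cells in blue. The blue points spread along the vertical axis and stay near 0 on the horizontal axis.

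The untreated lines were compared to show what differs before any inducer is added. In untreated NS1 against untreated WT cells 2222 genes were called, 968 higher and 1254 lower, and 681 of them changed at least 2-fold, 333 higher and 348 lower. The count was 3466 without replicate 1, 204 without replicate 2 and 182 without replicate 3. Normalised CPM did not overlap in 31% of genes, where chance gives 10%. The highest were RTN1 (ENSG00000139970.17, chromosome 14; from 0.135 ± 0.0864 to 19 ± 2.21 CPM, SD, n = 3, log2 fold change 6.87, SE 0.31, adjusted p 5.14e-08) and IGFBP5 (ENSG00000115461.5, chromosome 2; from 5.27 ± 2.52 to 479 ± 106 CPM, 6.56, SE 0.59, adjusted p 3.92e-05). The antisense gene ENSG00000236886.2 (chromosome 2, 216694464 to 216994079) rose by 6.48 (SE 0.61, adjusted p 4.84e-05) and overlaps IGFBP5, whose reads it may share. At the low end were 3 genes at the detection floor in untreated NS1 cells. PEG10 (ENSG00000242265.5, chromosome 7, 94656325 to 94669695) had 137 ± 32.5 CPM in WT cells and was at least 475-fold lower. SGCE (ENSG00000127990.18), which overlaps the start of PEG10, had 18.5 ± 1.83 CPM and was at least 64.3-fold lower, and ZNF518B (ENSG00000178163.8, chromosome 4) had 5.57 ± 0.396 CPM and was at least 19.3-fold lower. These genes were called in each fit that left out one library.

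Between the untreated lines the interferon list was lower in NS1 cells, with a median of -0.95 log2, 16 of 16 genes lower and a camera adjusted p of 6.89e-09. Of its genes 13 were called over all genes and 15 when adjusted over the list alone. The proliferation list had a median of -0.18 with 22 of 26 genes lower (adjusted p 0.00184, 4 called over all genes, 6 adjusted over the list alone). The ERK output list had a median of 0.06 (adjusted p 0.991, 1 gene called over all genes and 1 adjusted over the list alone) and the AHR targets of -0.09 (adjusted p 0.991, 0 called in either way). The interferon and proliferation results held under fry, with adjusted p of 0.00294 and 0.000802. They did not hold with an estimated correlation, where adjusted p was 0.106 and 0.0614.

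With inducer in both lines 5007 genes were called between NS1 and WT cells, 2426 higher and 2581 lower, and 1494 of them changed at least 2-fold, 874 higher and 620 lower. With library totals in place of TMM the split was 1863 higher and 3182 lower. More genes were lower also with RLE size factors (2456 higher, 2550 lower), at least 10 counts in every library (2236, 2294), the replicate block (3244, 3426) and DESeq2 (2396, 2532). More were higher with no low-count filter (2747, 2724) and only the groups compared (2324, 2232). The count was 6007 without replicate 1, 1632 without replicate 2 and 2127 without replicate 3. Normalised CPM did not overlap in 43.4% of genes, where chance gives 10%. At the high end were genes at the floor in treated WT cells. By the mean of the treated NS1 libraries, RTN1 was at least 69.9-fold higher in NS1 cells, SLAMF7 (ENSG00000026751.17, chromosome 1) at least 20.8-fold and COL4A4 (ENSG00000081052.12, chromosome 2, 227002711 to 227164453) at least 16.3-fold. SLAMF7 had 5.63 ± 4 and COL4A4 4.39 ± 3.23 CPM (SD, n = 3) in treated NS1 cells, with lowest counts of 24 and 14. Single libraries can thus lie under these bounds. PEG10 was at least 475-fold, SGCE at least 78.1-fold and ZNF518B at least 22.2-fold lower. HRAS was lower by -0.44 log2 (SE 0.14, adjusted p 0.0335) and NRAS higher by 0.49 (SE 0.15, adjusted p 0.0284). Between the untreated lines the values were -0.21 (adjusted p 0.377) and 0.41 (adjusted p 0.0984), and the interaction was -0.24 (adjusted p 0.734) and 0.08 (adjusted p 0.939). With inducer HRAS lost its call in 5 and NRAS in 3 of the 6 fits that left out one library, both lost it without replicate 2 (adjusted p 0.279 and 0.176) and without replicate 3 (0.0611 and 0.119), and NRAS had an adjusted p of 0.0959 with library totals in place of TMM, with alternatives down to 0.000331.

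With inducer in both lines the proliferation list was lower in NS1 cells by a median of -0.80 log2 (26 of 26 genes lower, camera adjusted p 2.66e-16, 26 called over all genes and 26 adjusted over the list alone). The ERK output list was lower by -0.57 (8 of 10 lower, adjusted p 0.00842, 6 called over all genes, 7 adjusted over the list alone). Its adjusted p was 0.00727 under fry, 0.378 with an estimated correlation and 0.0547 without replicate 3. The interferon list had a median of -0.07 with 8 of 16 lower (adjusted p 0.873, 1 called in either way), and the AHR targets of 0.88 with 3 of 4 higher (adjusted p 0.194, 2 called in either way). The AHR result had an adjusted p of 0.00483 under fry, with alternatives up to 0.694.

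The genes of single chromosomes differed between the lines as sets. On chromosome 7 the median log2 fold change in NS1 against WT cells was -0.41 over 854 genes without inducer and -0.41 with inducer, and 85.2% and 78.1% of the genes were lower. The next farthest medians without inducer were 0.33 on chromosome 18 (263 genes), -0.27 on chromosome 17 (1105 genes) and 0.26 on chromosome 10 (684 genes). With inducer they were 0.27, -0.24 and 0.22. The 36 mitochondrial genes had medians of -0.84 and -0.50. The inducer itself moved no chromosome median of the nuclear genome by more than 0.0775 in NS1 cells or 0.0237 in WT cells. The median of the mitochondrial genes moved by 0.269 in NS1 cells and by -0.0401 in WT cells.

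**Figure D4:**
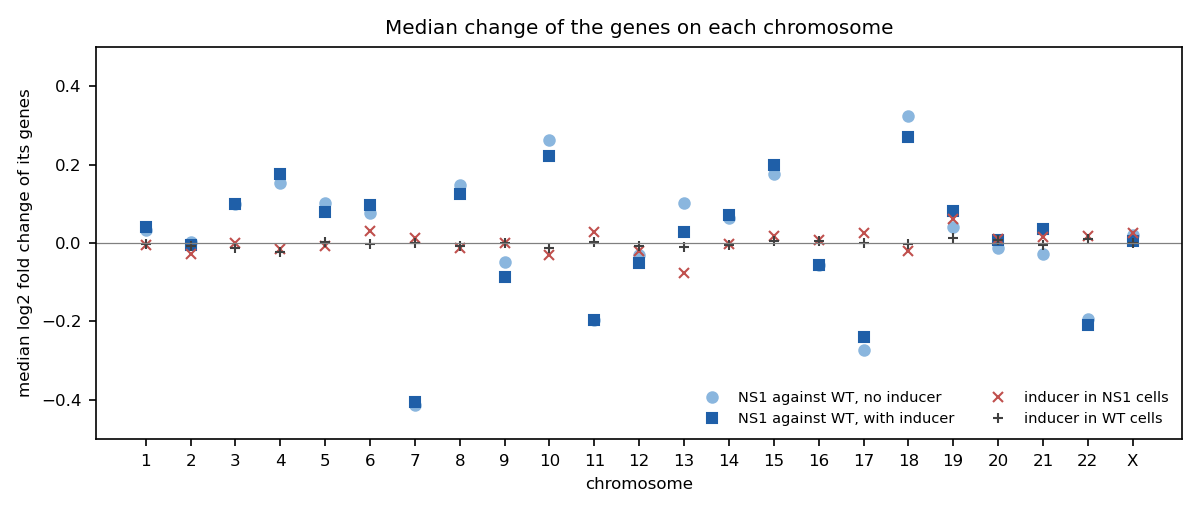
Median log2 fold change of the tested genes on each chromosome in the 4 comparisons of 2 groups. The comparisons of NS1 with WT cells, circles without and squares with inducer, lie close together on each chromosome, with the lowest values on chromosome 7 (-0.41 in both), and the inducer effects lie near 0.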

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

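The fits with library totals, with one block per replicate number and with one library left out were planned, as was the estimated correlation in the unblocked fit. The other tests in this part were chosen after the interaction result was seen. What each explanation predicts was written down before the value of its test was known. The effect of the inducer differed between the lines in 8 results of the interaction of genotype and inducer: the count of 4 called genes, the genes BMF (3.17), FILIP1L (1.78), FABP4 (-2.04) and ZWINT (-0.86), and the medians of the ERK output list (-0.749), the proliferation list (-0.701) and the interferon list (1.02), all on the log2 scale. The camera adjusted p of the lists was 4.23e-05, 4.36e-22 and 9.69e-09, and fits with libraries left out kept the 3 medians between -0.87 and -0.605, between -0.723 and -0.651 and between 0.873 and 1.16.

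Other ways to share out the libraries speak about the count of calls. Of 60 drawn splits of the treatment labels within each line, out of 200 possible, 8 gave at least 4 calls, the real one included, and the largest other count was 811. All 8 kept the NS1 libraries in their real treatment groups or exchanged these groups, as 10 of the 60 splits did. The other 50 splits mixed treated and untreated NS1 libraries and gave fewer than 4 calls each. A count of 4 in the unblocked fit is thus not unusual among splits of these libraries, although the 8 splits still hold the difference between treated and untreated NS1 cells. With a block within each line the count was 2495. The calls of the 4 genes were not stable in unblocked fits, which ignore the pairing of the libraries. Of the 12 such fits without one library, 7 to 8 lost BMF, FILIP1L and ZWINT and 6 lost FABP4. In these fits the estimates ran from 2.83 to 3.43 for BMF and from 1.6 to 1.96 for FILIP1L. Those of FABP4 ran from -2.17 to -1.91 and those of ZWINT from -0.899 to -0.817. With all 12 libraries, both blocked fits called the 4 genes, so the lost calls do not decide whether these interactions are stable.

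Several technical explanations were tested on the proliferation list, the list with the smallest p. With all libraries thinned to the lowest total its interaction median was -0.693, so unequal depth does not account for it. After a trend with GC content and transcript length was removed from the fit with blocks within each line, the median was -0.722, where it had been -0.718 before. With library totals as the scaling it was -0.751. With the 10 genes of the highest counts summed over all libraries left out of these totals it was -0.724, so the counts of this set do not account for it either. The set need not match the 10 highest genes of each library, whose larger share in treated NS1 cells was not tested by itself. For the ERK output and interferon lists thinning gave -0.772 and 1.01, and the removal of the trend gave -0.825 and 1.02.

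The p of the lists depends on the correlation between their genes and on the pairing of the libraries. With an estimated inter-gene correlation in the unblocked fit, which ignores the pairing, the adjusted p was 0.000121 for the proliferation list, 0.175 for the ERK output list and 0.106 for the interferon list. With the block within each line it was 2.29e-05 for the ERK output and 1.26e-11 for the interferon list at the preset correlation, and 0.0477 and 0.116 at the estimated one, where the proliferation list had 0.0187. A response to the inducer that needs the NS1 genotype is a candidate explanation for the proliferation list, whose median of -0.693 was the smallest in size over the technical tests, as a hypothesis formed and tested on the same libraries. A general difference between these cell populations in how they take up or answer the compound was not tested, and neither was an effect of cell density or of the time since plating, which the labels do not give.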

How the results depend on the processing

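The block within each line, its combination with an estimated correlation and the fits without a replicate number were chosen after the data were seen. The fit of only the groups compared was run for the counts of calls in the comparisons of 2 groups, the block within each line for the inducer comparisons and the interaction, and the alternatives for the low-count filter were not applied to single genes.

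In the inducer comparisons and the interaction, where the numbers pair the libraries, the replicate block gave 2421 calls in NS1 cells (from 1093), 0 in WT cells (187 genes at an unadjusted p under 0.05) and 634 in the interaction (from 4). A replicate block within each line gave 4596, 0 (476 at an unadjusted p under 0.05) and 2495. It also brought the AHR targets past the threshold in NS1 cells (0.871, adjusted p 0.0213) and in the interaction (0.744, 0.0145) and the interferon list in WT cells (-0.0857, 0.0145). Of the other results the 2 blocked fits changed the calls of HRAS and EPHA2, given above. The common biological coefficient of variation was 0.157 within groups, 0.118 with the block and 0.0713 with blocks within each line. In the comparisons of the lines the samples share only a number, with correlations of 0.14, 0.07 and 0.19 without inducer and 0.15, 0.12 and 0.01 with it. There the replicate block gave 3908 calls without inducer (from 2222) and changed no list result past the threshold.

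Other settings moved the interaction from 4 calls to 7 with RLE size factors, 683 with no low-count filter, 33 with at least 10 counts in every library and 387 with DESeq2. All of these held the 4 genes. No low-count filter gave 1801 calls for the inducer in NS1 cells, with 933 of the 1093. A 2-fold threshold, which by construction removes calls, left 253 in NS1 cells, 681 between the untreated lines and 1494 between the treated lines. For the other changes the cause was not tested. No scaling moved the median of all genes by more than 0.1.

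Library totals in place of TMM gave the AHR targets a median of 0.817 in NS1 cells (adjusted p 0.0407) and 0.697 in the interaction (0.0416), and without a low-count filter the value in NS1 cells was 0.763 (0.041). Under fry the AHR targets passed the threshold in NS1 cells (0.875, 0.00651), between the treated lines (0.875, 0.00483) and in the interaction (0.75, 0.0185). An estimated correlation took 7 list results over the threshold with unchanged medians: the ERK output list in NS1 cells (-0.81, adjusted p 0.173), between the treated lines (-0.571, 0.378) and in the interaction (-0.749, 0.175), the interferon list in NS1 cells (0.934, 0.106), between the untreated lines (-0.946, 0.106) and in the interaction (1.02, 0.106), and the proliferation list between the untreated lines (-0.179, 0.0614). These are unblocked fits. With the block within each line an estimated correlation left the ERK output list under the threshold and took the interferon list over it in NS1 cells (0.918, 0.116) and in the interaction (1.01, 0.116). Medians near 0 changed sign: the proliferation list in WT cells with library totals (-0.00331), and the AHR targets in WT cells without a filter (0.0391) and between the untreated lines with at least 10 counts in every library (0.0156). With the latter filter AHRR and ALDH3A1 drop out, so the AHR list is TIPARP and NQO1 alone. The highest AHR adjusted p, 0.504 in NS1 cells, 0.694 between the treated lines and 0.318 in the interaction, come from that shorter list.

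Across the fits that each left out one library or one replicate number, calls ranged from 0 to 2021 for the inducer in NS1 cells, from 182 to 3466 between the untreated lines, from 1632 to 6007 between the treated lines and from 0 to 573 in the interaction. The fits with 0 calls had 2047 and 2048 genes at an unadjusted p under 0.05 in NS1 cells (without replicate 2 and without replicate 3) and from 1027 to 2087 in the interaction. Single libraries alone gave 403 to 1179, 1198 to 1780, 3728 to 4492 and 0 to 147 calls. The fits without replicate 1 gave more calls although they held fewer libraries, and the cause was not tested. The most calls in the interaction with one library left out, 147, came without treated NS1 replicate 1.

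In the same fits the AHR targets ranged from 0.622 to 1.17 in NS1 cells, from -0.22 to 0.0806 in WT cells, from -0.305 to 0.0891 between the untreated lines and from 0.502 to 1.24 in the interaction. In NS1 cells they passed the threshold without untreated replicate 2 (adjusted p 0.0396), treated replicate 2 (0.0414) or both lines' replicate 2 (0.0298), with other fits up to 0.0902. In the interaction they passed it without treated WT replicate 1 (0.0267), replicate 1 (0.0461) or replicate 2 (0.038), with other fits up to 0.186. The ERK output list ranged from -0.678 to -0.409 between the treated lines, from -0.0807 to 0.135 between the untreated lines and from -0.14 to 0.134 in WT cells. In WT cells it had an adjusted p of 0.0163 without untreated replicate 1 and, with the other sign, of 0.00656 without treated replicate 1. The interferon list ranged from -0.295 to 0.341 between the treated lines and the proliferation list from -0.0332 to 0.0159 in WT cells. NRAS ranged from -0.175 to 0.108 with inducer in NS1 cells. Single named genes lost their call in 101 of these results, 20 of them without replicate 2 and 20 without replicate 3 in all groups. All of these fits were unblocked. The ERK output, proliferation and interferon lists in NS1 cells and in the interaction kept their direction and stayed past the threshold in all fits with libraries left out.

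The Spearman correlation of the inducer effects ranged from -0.0898 to 0.00377, within its jackknife error of 0.0821. In simulated data a change of at least 2-fold was called in 82.5% of cases in an inducer comparison and in 43.3% in the interaction. With all libraries thinned to the lowest total, 1016 genes were called for the inducer in NS1 cells and 11 in the interaction.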

Other observations

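The unblocked camera results repeated from above, those with an estimated correlation included, and the fits with one library left out were planned. The other tests in this part were chosen after the patterns they concern were seen. What an explanation predicts was written before the value of its test was known, except for the correlation between chromosomes, the neighbours of PEG10 and the AHR targets in WT cells, where the values had been seen.

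Splits of the libraries of 2 groups bear on the counts of calls. Of the 10 splits of the 6 NS1 libraries, 1 gave as many calls as the treatment labels, the real one. The others gave 0 calls, with 108 to 2339 genes at an unadjusted p under 0.05, and so did the other 3 of the 4 splits that part all pairs of same-numbered libraries. The result was 1 of 10 as well for the lines without inducer (others 0 calls, 323 to 1266 genes at an unadjusted p under 0.05) and with inducer (others 0, 199 to 1097). In WT cells 10 of the 10 splits gave 0 calls, as the real one did, with 93 to 2995 genes in the others. With 3 libraries against 3 the share cannot go under 0.1.

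The interferon list was lower in untreated NS1 than in untreated WT cells (median -0.946) and rose with inducer in NS1 cells (0.934), to a level in treated NS1 libraries from -0.712 to 0.206 relative to untreated WT cells. The untreated NS1 libraries enter both comparisons, so chance values there would give opposite shifts. In 10000 simulations of unchanged groups, built from the deviations of whole libraries, the medians correlated by -0.45 and 10.7 of 16 genes had opposite signs on average, against 16 of 16 observed. None had list medians as large and opposite, a one-sided p of 1e-04 for the observed directions, the smallest these simulations can give. With thinned libraries the medians were -0.963 and 0.931, and after the GC and length trend was removed they were -0.942 and 0.937, so neither depth nor this trend accounts for the pattern. The spread was wide, since treated NS1 replicate 1 had the lowest of the treated values. The simulation keeps the fluctuation that these genes share within groups. Camera with an estimated correlation gave an adjusted p of 0.106 for both comparisons in the unblocked fit and of 0.116 for the inducer in NS1 cells with the block within each line. A lower interferon tone of the NS1 line that the inducer lifts is a hypothesis. A difference in passage or culture between the lines stays open too.

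The shifts of whole chromosomes between the lines were nearly the same with and without inducer. Over 23 chromosomes the medians of the 2 comparisons, which share no library, had a Pearson correlation of 0.982 and a Spearman correlation of 0.951, each with a permutation p of 1e-05, the smallest that 100000 resamples can give. Without chromosomes 7 and 17, the farthest from the median of the chromosomes, Pearson's r was 0.968. The 2 comparisons do share the lines themselves. Same-numbered libraries of one line also covary, so a chance deviation of such a pair enters both comparisons and would raise the correlation. The result thus argues against chance values confined to single libraries and nothing more. For the 2 inducer comparisons, which share no library either and whose medians moved by at most 0.0775 and 0.0237, Pearson's r was 0.63, so a correlation of such medians does not by itself show a shift of whole chromosomes. The chromosome 7 median was -0.4 after the GC and length trend was removed in the fit with the replicate block, so this trend does not account for it. It was under the medians of all 10000 random lists of equal size and matched expression. The share of lower genes, 85.2% on chromosome 7 against 48.1% on the other chromosomes, excludes a few strongly changed genes. In position order, 4 equal sets of chromosome 7 genes had medians of -0.385, -0.446, -0.437 and -0.391 without inducer and of -0.423, -0.443, -0.446 and -0.304 with inducer. The shift was less even with inducer. The weakest medians, -0.385 and -0.304, are consistent with fewer copies of the whole chromosome per genome in NS1 cells, which is a hypothesis, as no DNA was measured here. The NS1 line may then be a clone of T24 that differs from the WT cells in karyotype. If so, the comparisons of the lines hold effects of clonal origin beside any effect of a construct, and the design cannot separate them. The inducer comparisons within a line are not open to this.

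PEG10 and SGCE, adjacent genes on chromosome 7 that are known to be expressed from the paternal copy, had at most 1 count in any NS1 library and 176 to 3521 counts in WT libraries. In all, 4 genes were at the floor in all 6 NS1 libraries with at least 30 counts in all 6 WT libraries (PEG10, SGCE, ZNF518B and PRTFDC1), and 0 genes showed the reverse. None of the 7 other expressed coding genes within 1 Mb was at the floor, and the lowest count among them in an NS1 library was 16. All 7 had lower estimates in untreated NS1 cells, from -0.348 log2 (PON2, adjusted p 0.0187) to -1.67 (PPP1R9A, SE 0.23, adjusted p 0.000854), with CASD1 at -0.707 (adjusted p 0.0285). Of the 7, GNGT1, TFPI2 and GNG11 were not called (adjusted p 0.41, 0.372 and 0.119). Loss of a larger segment from the paternal copy alone would lower such neighbours and leave them over the floor, so these counts do not decide on it. A deletion limited to PEG10 and SGCE was not tested. Loss of the paternal chromosome copy would also silence MEST, a gene elsewhere on chromosome 7 known for expression from the same parental copy. MEST was lower by -2.21 (SE 0.58, adjusted p 0.0248) and had 11 to 26 counts in NS1 libraries against 20 to 187 in WT libraries. Its highest count in NS1 cells, 26, is neither at the floor nor far over it, so loss of the paternal copy and silencing of these genes in NS1 cells cannot be told apart. The prediction had set no limit in counts, and this reading was made with the value in view.

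In WT cells the inducer gave fewer small p-values than chance, 94 against 889 expected. Variation shared by same-numbered libraries is a candidate explanation, since the unblocked fit counts it as noise. With blocks within each line the number rose to 476, still under 889. The prediction had set no limit between a rise to near the expected number and a number far under it, so this was read as undecided with the value in view.

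Replicate 1 stood apart from replicates 2 and 3 in every group, and depth does not account for it. With all libraries thinned to one total, the difference of replicate 1 from the others was larger than that between replicates 2 and 3 in all 4 groups. The lowest ratio was 1.21, in untreated WT cells, where replicates 2 and 3 also differed, and the others were 4.83, 5.18 and 3.69. A separate culture or library batch for replicate 1 may be the source and was not tested, since the labels name none.

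The rise of the AHR targets with inducer in NS1 cells, 0.875 over 4 genes, was tested against activation of the AHR receptor by the compound itself. That would raise them in WT cells too, where the median was -0.0415, with 2 of 4 genes higher. This median was 0.0714 with thinned libraries and ran from -0.22 to 0.0806 in the fits without one library. AHRR and ALDH3A1, the highest of the 4 in NS1 cells, had 0.215 (SE 0.427) and -0.371 (SE 0.906) in WT cells. The median thus showed no rise of the size seen in NS1 cells, but 4 genes with such errors cannot exclude a smaller one. Activity of NRF2, which shares the target NQO1, is a candidate explanation. A list of 11 tested NRF2 targets, of which none is on the AHR list, had a median of 0.40 in NS1 cells with 9 genes higher and a camera p of 0.000468 (adjusted p 0.00107 over the 5 comparisons), and a median of -0.07 in WT cells (p 0.535). The NRF2 list was tested only at the preset correlation in the unblocked fit. An estimated correlation, which took the ERK output and interferon lists over the threshold in that fit, was not applied to it. The AHR result itself depends on the processing, with an adjusted p of 0.0647 in the unblocked fit, 0.0213 with the block within each line and 0.152 with an estimated correlation as well, and 4 genes are few.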
